A study of Mus musculus with 6 samples.

How the data were processed

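The series holds 6 libraries of CD45-positive cells sorted from mouse mammary tumours, 1 for each treatment label (VC, MRX, CTX, Combined, ctxd18t and combod18t). Cells were captured with the 10x on-chip multiplexing chemistry, in which samples of 1 chip are told apart by barcode set, and the reads were processed by the authors with Cell Ranger 9.0.1, per the labels' protocols. The protocol gives the barcode sets of Combined, CTX, MRX and VC as those of 1 run; its text is the same on every sample and gives none for ctxd18t and combod18t. The deposited matrices hold UMI counts per gene and cell as whole numbers, not normalised, over 33696 features with gene symbols and Ensembl identifiers, and the barcodes are those that Cell Ranger called as cells. The labels and files state no genome build, so no coordinates are given. The counts of VC were not used here.

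Cells were kept with at least 200 genes detected and at most 15% mitochondrial counts, which removed 52 MRX, 166 CTX, 104 Combined, 116 ctxd18t and 67 combod18t cells. Scrublet (scanpy 1.11.5) was run per library with an expected doublet rate of 0.06. Its automatic threshold marked under 0.5% of cells in each library, so the highest 5% by score were to be removed, by a rule fixed beforehand. Cells tied at the threshold score were kept, which left fewer removed, from 3.98% to 4.94% per library: 269 MRX, 392 CTX, 203 Combined, 166 ctxd18t and 160 combod18t cells. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without the gene panel and without cell cycle, mitochondrial, ribosomal, haemoglobin and antigen receptor segment genes, gave 30 principal components. A graph of 15 nearest neighbours was clustered with the Leiden algorithm (leidenalg 0.10.2) at resolution 1, over all libraries together and without integration.

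Clusters were named from marker lists fixed before the data were examined, as were the comparisons, the alternatives and the gene panel. The scoring was chosen afterwards: each marker was scaled to its highest cluster, and a cluster took the class with the highest mean over its 5 best markers. A cluster needed at least 3 markers seen in at least 10% of its cells. Clusters whose next class scored at least 0.5 times the best, at a median UMI count above 1.5 times that of their libraries, were left out of the named classes. This rule was set after seeing the data, and it removed clusters 11 and 19. A class was compared between libraries where no cluster of it had more markers of another class than of its own among its 10 leading genes. The B-like class did not meet this and was compared by cluster. The smaller dendritic classes were not compared, apart from the share of conventional dendritic-like (cDC2-like) cells. The fibroblast-like class was not compared, and for the epithelial-like class only the share in each library is given.

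Shares of cells have exact Clopper-Pearson intervals, and differences in share have Newcombe intervals, all at 95%. Gene levels are CPM of raw counts summed over the cells of a class in a library, with exact Poisson intervals. Log2 ratios are of CPM + 1, which understates the change of low genes, and their intervals are the exact conditional binomial intervals of the ratio without the pseudocount. All of these cover counting error only. Those of gene levels and ratios treat each UMI as independent and leave out the variation between cells of a class. With 1 library per group, no p-value was computed, no replicate could be left out and no other split of the samples was possible.

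The panel held 32 genes for monocyte-macrophage-like and 10 for T-like cells; 1 of the former is not reported here, and all counts of panel genes leave it out. Cxcl9, Mertk and panel genes with a log2 ratio of at least 1 in size in either of the Combined against CTX and combod18t against ctxd18t comparisons are named in full. Genes named by size had at least 100 counts over these 4 libraries and at least 50 CPM in 1 of them, were no marker and no leading gene of a cluster of the class, and reached at least 0.5 times the CPM of the other cells of the library with their highest level. The 5 highest and 5 lowest were taken by the smaller of the absolute log2 ratios of the pairs, with the same sign in both. Expressed genes passed the first pair of these filters alone. To compare shares of cells with a Cxcl9 UMI, each cell was thinned at random to 1000 UMIs and shallower cells were left out.

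The ratio and interval steps were tested on Poisson counts simulated from the real totals, with 200 genes of at least 50 CPM changed by known folds. For Combined against CTX in monocyte-macrophage-like cells (3397 genes), all changed genes kept their direction and the median absolute error was 0.02 on the log2 scale. For combod18t against ctxd18t (3745 genes) it was 0.06, and 95.7% of the intervals held the true value. The intervals are made for counts of this kind, so this checks the computation and not the noise of real cells or animals. Genes below 50 CPM were not part of it.

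The depth sets the precision. The monocyte-macrophage-like sums rested on 50657977 UMIs in CTX, 14393347 in Combined, 11891133 in MRX, 11077203 in ctxd18t and 3104404 in combod18t, the last from 270 cells. The T-like sums rested on 13152548, 7332286, 10177244, 11611251 and 21654619 UMIs in the same order.

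Alternatives were cells with at least 500 genes, at most 10% mitochondrial counts, doublets kept, resolutions of 0.5 and 2, and each library clustered separately. For gene levels they were also pseudocounts of 0.1 and 10 CPM, the mean over cells of each cell's CPM, median-of-ratios size factors, and cells thinned to 1000 UMIs. Thinning to 2000 UMIs and no thinning were tried for the Cxcl9 shares, and a minimum of 500 counts and no count filter for the genes named by size. Keeping the mixed clusters under their best class was added after seeing the data. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.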

Results

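Immune cells of mouse mammary tumours were profiled by droplet-based single-cell RNA sequencing after sorting of live cells that carry CD45, a surface protein of blood-derived cells. The series title places the work in triple negative breast cancer and names inhibition of MERTK, a receptor tyrosine kinase of macrophages, together with cyclophosphamide, an alkylating chemotherapy drug. The 6 libraries carry the treatment labels VC, MRX, CTX, Combined, ctxd18t and combod18t, 1 library for each label. The labels do not spell these out, so each library is called by its label here. The labels' protocol places Combined, CTX, MRX and VC in 1 multiplexed run; ctxd18t and combod18t carry d18 in their label, read here as day 18. The VC library was not analysed here beyond its 3656 barcodes. With 1 library per group there was no replicate check of any difference, and no test was run. All intervals given are 95% intervals that cover counting error only, not the variation between animals. Those of gene levels also leave out the variation between cells, since each UMI is treated as independent.

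The deposited UMI counts (unique molecular identifiers, 1 per captured transcript) summed to 39820290 in MRX, 100733879 in CTX, 46174239 in Combined, 49001922 in ctxd18t and 41889498 in combod18t. These came from 5492, 9064, 4580, 4127 and 4085 barcodes, in the same order. After filtering and removal of likely doublets, 5171 MRX cells, 8506 CTX cells, 4273 Combined cells, 3845 ctxd18t cells and 3858 combod18t cells were kept. The median UMI count of the kept cells was 6239 in MRX, 8899 in CTX, 8223 in Combined, 8940 in ctxd18t and 7242 in combod18t.

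The 25653 kept cells formed 35 clusters, which were named from fixed marker genes. The largest classes were monocyte-macrophage-like (led by genes such as Lyz2, Chil3, C1qa and Vcan), T-like, NK-like, B-like, neutrophil-like and plasmacytoid dendritic-like (pDC-like) cells. Clusters 11 and 19 carried markers of a pair of classes at a median UMI count of 2.33 and 2.59 times that of their own libraries and were left out of the named classes. They held 5.93% of CTX cells, 4.47% of Combined cells, 0.735% of MRX cells, 4.97% of ctxd18t cells and 4.07% of combod18t cells. The B-like class was compared by cluster, because the 10 leading genes of cluster 17 included a plasma cell marker, Jchain, and 0 B-like markers. Cluster 17 kept the name B-like by its marker score. Cluster 33, also B-like, held 23 cells in all, and its share differences are not given.

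The comparison of Combined with CTX addressed what MERTK inhibition adds to cyclophosphamide, the question the series title names. Monocyte-macrophage-like cells made up 27.8% of Combined cells (exact Clopper-Pearson interval 26.4 to 29.1) and 51.2% of CTX cells (50.2 to 52.3). The difference was -23.5 percentage points (Newcombe interval -25.2 to -21.8). Keeping cells with at least 500 genes detected moved this difference the most, to -25.1 points. T-like cells made up 22.7% of Combined cells (21.4 to 24.0) and 20.0% of CTX cells (19.2 to 20.9), a difference of 2.68 points (1.18 to 4.21). NK-like cells made up 22.1% of Combined cells (20.8 to 23.3) and 7.22% of CTX cells (6.68 to 7.79), a difference of 14.9 points (13.5 to 16.2). Cluster 2, the largest B-like cluster, held 14.7% of Combined cells (13.6 to 15.8) and 6.62% of CTX cells (6.10 to 7.17). Neutrophil-like cells differed by 0.720 points (0.288 to 1.21) and pDC-like cells by 1.95 points (1.32 to 2.62), both higher in Combined. The cDC2-like share was lower in Combined, with a difference of -2.78 points (-3.36 to -2.18).

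**Figure D1:**
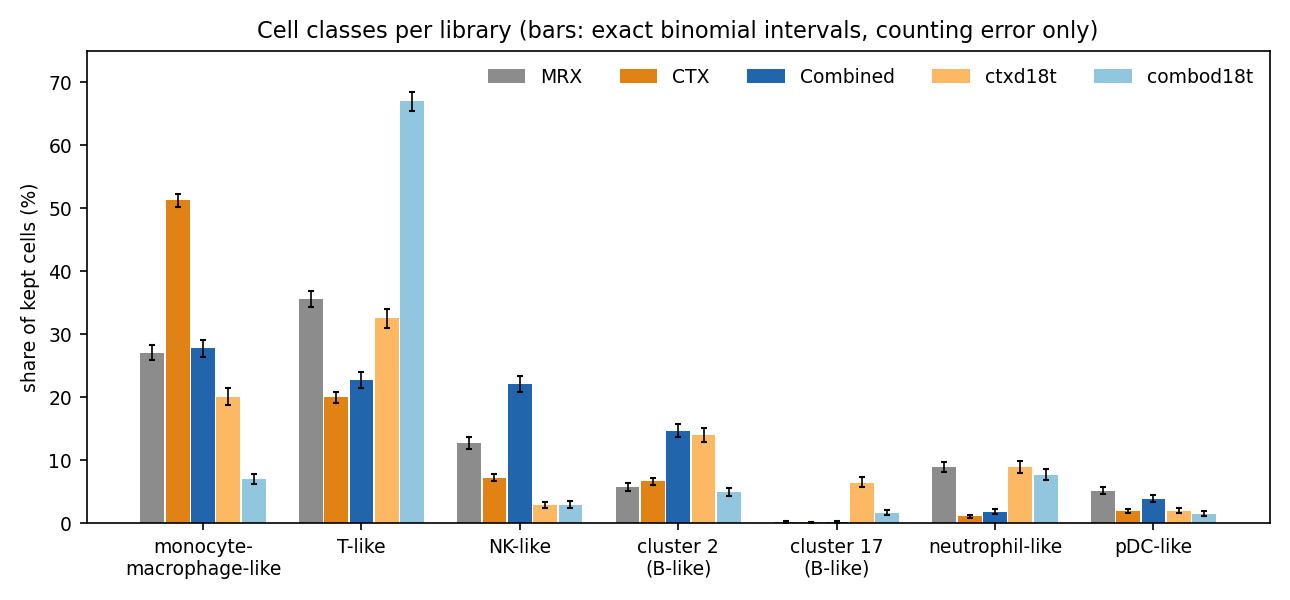
Share of kept cells (%) in each class or B-like cluster, 1 bar per library, with exact binomial intervals as error bars. Monocyte-macrophage-like cells were lower in Combined (27.8%) than in CTX (51.2%) and lower in combod18t (7.00%) than in ctxd18t (20.1%).

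The same contrast at day 18 was made between combod18t and ctxd18t. Monocyte-macrophage-like cells made up 7.00% of combod18t cells (6.21 to 7.85) and 20.1% of ctxd18t cells (18.8 to 21.4). The difference was -13.1 points (-14.6 to -11.6). T-like cells made up 67.0% of combod18t cells (65.5 to 68.5) and 32.5% of ctxd18t cells (31.0 to 34.0), a difference of 34.5 points (32.4 to 36.6). Most of this difference lay in cluster 4, a T-like cluster led by genes such as Igfbp4 and Lef1. It held 1280 of the 2585 T-like cells of combod18t and 123 of the 1250 of ctxd18t. The NK-like share was 2.88% in combod18t and 2.86% in ctxd18t, and the difference of 0.016 points (-0.735 to 0.767) was not detectable at this depth. Outside the T-like class, NK-like cells were 111 of 1273 in combod18t and 110 of 2595 in ctxd18t, so more frequent in combod18t. On that base monocyte-macrophage-like cells were 270 of 1273 and 772 of 2595, still less frequent in combod18t. No intervals were computed for these. Cluster 2 held 4.92% of combod18t cells (4.26 to 5.66) and 14.0% of ctxd18t cells (12.9 to 15.1). Cluster 17 held 1.68% (1.30 to 2.14) and 6.45% (5.69 to 7.27), respectively. Neutrophil-like cells were lower in combod18t by a difference of -1.25 points, with an interval from -2.48 to -0.016. The pDC-like difference of -0.447 points (-1.04 to 0.138) was not detectable at this depth. The cDC2-like difference was -1.30 points (-1.91 to -0.720). The pairs were not compared with each other in level, because day and, by their barcodes, run differ between them together.

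Against MRX, which shares a run with CTX and Combined, the monocyte-macrophage-like share differed by 24.1 points in CTX (22.5 to 25.7). Combined and MRX, at 27.8% and 27.1% (25.9 to 28.3), differed by 0.662 points (-1.14 to 2.47), which was not detectable at this depth. T-like cells made up 35.6% of MRX cells (34.3 to 36.9). Their share differed by -15.6 points in CTX against MRX (-17.2 to -14.0) and by -12.9 points in Combined against MRX (-14.7 to -11.1). NK-like cells made up 12.7% of MRX cells (11.8 to 13.7), below Combined by 9.32 points (7.79 to 10.9), while CTX differed from MRX by -5.53 points (-6.60 to -4.48). Neutrophil-like cells made up 8.86% of MRX cells (8.10 to 9.66) against 1.08% of CTX cells and 1.80% of Combined cells.

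Cxcl9 (ENSMUSG00000029417), which encodes a chemokine for T and NK cells, is the gene the series title names. In monocyte-macrophage-like cells its level, as CPM (counts per 1000000 counts of the summed class), was 1031 CPM in CTX (exact Poisson interval 1022 to 1040) and 1025.5 CPM in Combined (1009 to 1042). The sums rested on 52233 Cxcl9 counts in CTX and 14760 in Combined. The log2 ratio of CPM + 1 was -0.01, and the interval of the ratio, -0.03 to 0.02 on the log2 scale, covered 0. Median-of-ratios scaling moved it the most, to -0.06. In MRX the level was 305.7 CPM (295.8 to 315.8, from 3635 counts). Cxcl9 was therefore higher by a log2 ratio of 1.75 in CTX against MRX (1.71 to 1.80) and of 1.74 in Combined against MRX (1.69 to 1.80). At day 18 Cxcl9 was at 237.7 CPM in combod18t (220.9 to 255.5, from 738 counts) and 321.6 CPM in ctxd18t (311.1 to 332.3, from 3562 counts), a log2 ratio of -0.43 (-0.55 to -0.32). The 738 counts came from 55 of 270 combod18t cells, and the 3562 from 236 of 772 ctxd18t cells. With counts in so few cells, this interval is too narrow for the variation between cells.

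With each cell thinned to 1000 UMIs, 39.7% of the monocyte-macrophage-like cells of Combined had a Cxcl9 UMI (36.9 to 42.6) and 37.4% of those of CTX (36.0 to 38.9). The share was 8.57% in MRX (7.15 to 10.2), 11.6% in ctxd18t (9.41 to 14.2) and 9.56% in combod18t (6.22 to 13.9), and the intervals of the day 18 libraries overlapped. Cells with fewer UMIs were left out, 11 in Combined, 34 in CTX, 13 in MRX, 33 in ctxd18t and 19 in combod18t. Without thinning the shares were 70.7% in Combined, 65.4% in CTX, 15.7% in MRX, 30.6% in ctxd18t and 20.4% in combod18t. B-like cells, here with clusters 17 and 33 included, are a class that should lack the transcript. They gave 0.630% in Combined (4 of 635 thinned cells) and 0.347% in CTX (2 of 576). At day 18 they gave 0.128% in ctxd18t (1 of 784) and 0.389% in combod18t (1 of 257). In MRX 0 of 310 thinned B-like cells had a Cxcl9 UMI, which allows a share of up to 0.968% at 3 counts of the total and of up to 1.18% by the exact interval. Median depths before thinning were 10754 UMIs for monocyte-macrophage-like and 4374 UMIs for B-like cells in Combined, and 9576 and 4023 UMIs in CTX. They were 8072 and 4939 UMIs in MRX, 12868 and 7595 UMIs in ctxd18t, and 11614 and 8359 UMIs in combod18t.

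**Figure D2:**
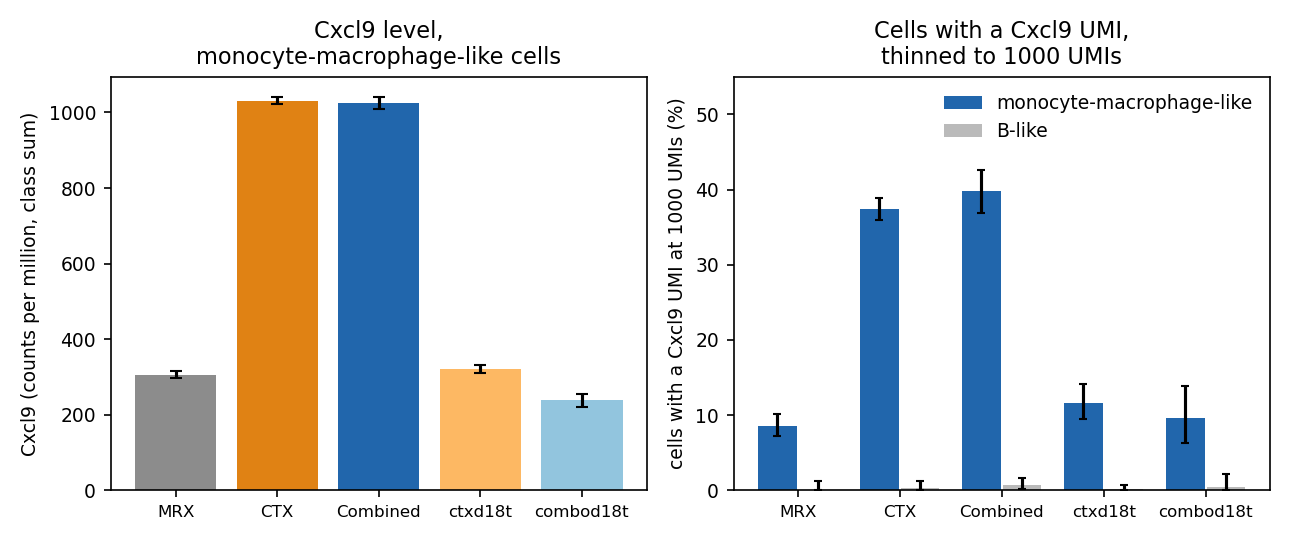
Left, Cxcl9 level (CPM of the summed class) in monocyte-macrophage-like cells of each library with exact Poisson intervals. Right, share of cells (%) with a Cxcl9 UMI after thinning to 1000 UMIs in monocyte-macrophage-like and B-like cells with exact binomial intervals; CTX (37.4%) and Combined (39.7%) lay above the other libraries.

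Over all kept cells, Cxcl9 reached 730.0 CPM in CTX (724.5 to 735.6) and 496.1 CPM in Combined (489.4 to 502.9). It reached 113.9 CPM in MRX, 130.0 CPM in ctxd18t and 47.6 CPM in combod18t. Monocyte-macrophage-like cells held 78.2% of the Cxcl9 counts in CTX, 71.1% in Combined, 88.6% in MRX, 60.2% in ctxd18t and 39.6% in combod18t.

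In monocyte-macrophage-like cells, Mertk (ENSMUSG00000014361) was at 16.9 CPM in Combined (14.8 to 19.1) and 20.5 CPM in CTX (19.3 to 21.8). The log2 ratio of -0.27 became -0.0074 when each cell was thinned to 1000 UMIs, from 20 counts in Combined and 74 in CTX. At day 18 Mertk was at 36.7 CPM in combod18t (30.3 to 44.1) and 29.2 CPM in ctxd18t (26.2 to 32.6), a log2 ratio of 0.32. MRX had 34.6 CPM of Mertk (31.4 to 38.2). Of the fixed gene panel, Arg1 (ENSMUSG00000019987), which encodes arginase 1, had the lowest log2 ratio in each pair. It fell from 236.2 CPM in CTX (232.0 to 240.5) to 22.8 CPM in Combined (20.4 to 25.4), and from 1195 CPM in ctxd18t (1174 to 1215) to 27.4 CPM in combod18t (21.9 to 33.9). These were log2 ratios of -3.32 and -5.40, and the alternative that moved the day 18 value most, thinning each cell to 1000 UMIs, gave -3.98. Arg1 was at 126.2 CPM in MRX.

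Ccl8 had log2 ratios of -1.52 in Combined against CTX and -1.93 in combod18t against ctxd18t, and Mrc1 had -0.86 and -1.73. Spp1 had -0.44 and -1.36, Ifit1 had -0.26 and -1.20, and Nos2 had -0.29 and -2.65, the last from 10 counts in combod18t. Gas6, which encodes a ligand of MERTK, had -1.24 and -1.26. Both values of Gas6 depended on the setting. In Combined against CTX it was -0.49 with a pseudocount of 10 CPM. With each cell thinned to 1000 UMIs it was -0.67, where 4 counts remained in Combined and 26 in CTX. At day 18 it was -0.047 for the mean of each cell's CPM and -0.51 with the mixed clusters kept. It was -0.54 with at least 500 genes and -0.64 with each library clustered separately. Thinning to 1000 UMIs gave 0.31 at day 18, where 3 counts remained in combod18t and 7 in ctxd18t. Cxcl10 and Ccl2 went in opposite directions in the pairs, at 0.26 and -1.38 for Cxcl10 and at 0.42 and -1.16 for Ccl2.

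**Figure D3:**
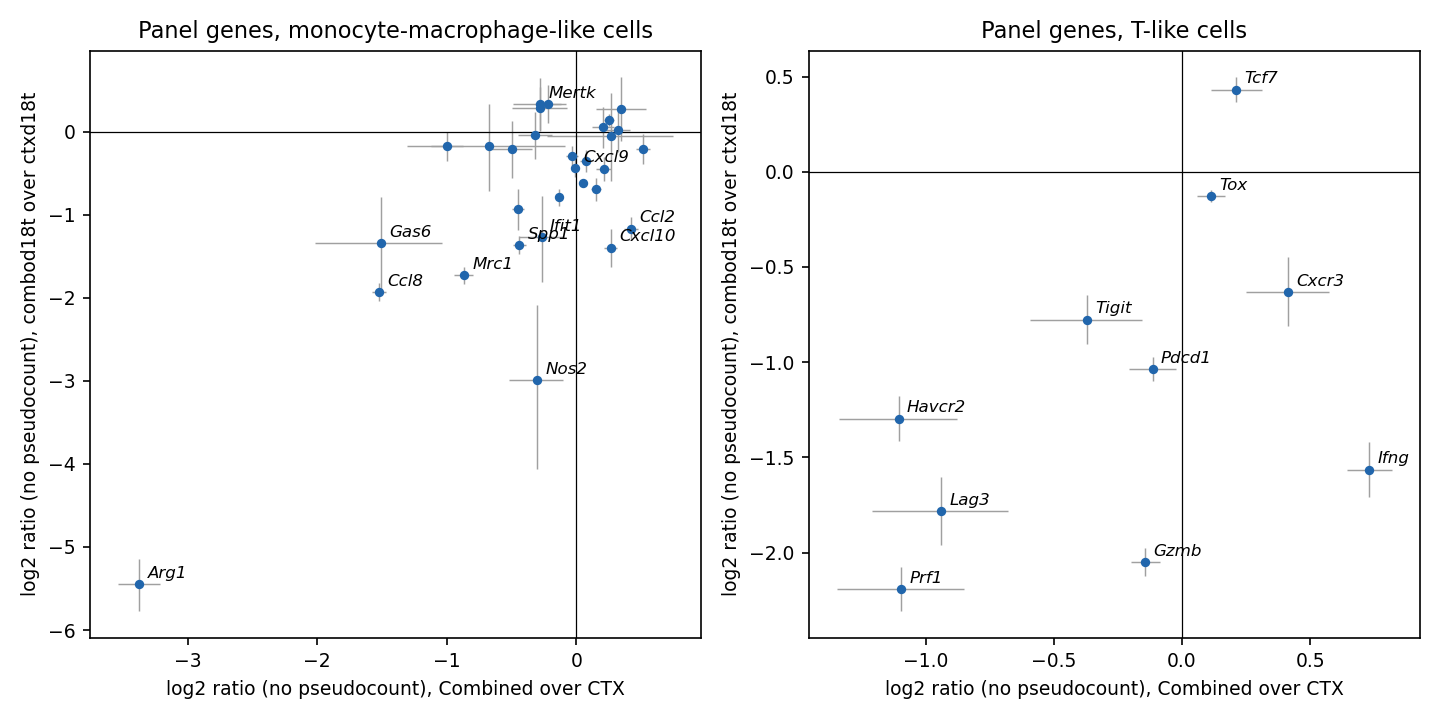
Log2 ratios without a pseudocount of the panel genes in Combined over CTX (horizontal axis) and combod18t over ctxd18t (vertical axis), in monocyte-macrophage-like (left) and T-like cells (right), with exact counting intervals as error bars; Tyro3, with 0 counts in a library, is not drawn. Arg1 was the lowest in both pairs, and Ifng lay above 0 in Combined over CTX and below 0 in combod18t over ctxd18t.

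In each class, 5 higher and 5 lower genes were also named by the smaller of their absolute log2 ratios in the pairs. In monocyte-macrophage-like cells Cd33 (log2 ratio 0.84 in Combined against CTX and 0.95 in combod18t against ctxd18t), Clec4d (0.77 and 0.76), Slc22a4 (0.74 and 1.12), Stxbp6 (0.63 and 0.97) and Sgms2 (0.62 and 0.67) were higher in both. The lower genes were Arg1 and Ccl8, both also panel genes, with Ccl5 (-0.92 and -1.56), Ccl4 (-0.90 and -1.39) and Ecm1 (-0.87 and -1.13). With the mixed clusters kept, the day 18 values of Clec4d, Sgms2 and Ccl5 shrank to 0.096, 0.019 and -0.45. For scale, the log2 ratios of the 4150 expressed genes in this class had a median of 0.06 in Combined against CTX, with a 5th to 95th percentile range of -0.43 to 0.39. In combod18t against ctxd18t the median was 0.03 and the range -0.44 to 0.45.

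In T-like cells, Ifng was at 276.7 CPM in Combined (264.8 to 289.0) and 166.7 CPM in CTX (159.8 to 173.9), a log2 ratio of 0.73. At day 18 it was at 29.6 CPM in combod18t (27.3 to 31.9) and 87.4 CPM in ctxd18t (82.1 to 93.0), a log2 ratio of -1.53. Gzmb had a log2 ratio of -0.14 in Combined against CTX, which became 0.10 at clustering resolution 2, and of -2.04 in combod18t against ctxd18t. Prf1 had -1.06 and -2.16, the first of which became 0.15 at resolution 2. The direction of Gzmb and Prf1 in Combined against CTX thus depended on how the cells were clustered. Lag3 had -0.91 and -1.73, Havcr2 had -1.08 and -1.28, and Pdcd1 had -0.11 and -1.03.

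By size, Igf1r (1.20 and 0.95), Irs2 (0.92 and 1.16), Tmem176b (2.18 and 0.84), Prkd3 (0.70 and 0.79) and Fam117a (0.67 and 0.87) were the higher genes in T-like cells, with the log2 ratio in Combined against CTX first. The lower genes were Prf1, Lag3, Setbp1 (-1.28 and -1.63), Klrd1 (-1.01 and -0.98) and Myo10 (-1.06 and -0.90). Myo10 at day 18 moved to 0.01 when cells were thinned to 1000 UMIs, and Setbp1 in Combined against CTX moved to -0.068 at resolution 2. The 4425 expressed genes had a median log2 ratio of 0.08 in Combined against CTX (5th to 95th percentile -0.32 to 0.38) and of -0.04 in combod18t against ctxd18t (-0.78 to 0.65). Median-of-ratios scaling shifted all log2 ratios in T-like cells by -0.12 in Combined against CTX, and relative to that shift the Gzmb and Pdcd1 values of this comparison were of the size of the scale itself.

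The pairs share no library. Across the genes that could be named by size, their log2 ratios had a Pearson correlation of 0.29 and a Spearman correlation of 0.22 in monocyte-macrophage-like cells (3758 genes). In T-like cells these were 0.42 and 0.40 (4065 genes). Genes are not independent replicates, so these values describe the 4 libraries and carry no test.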

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

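Each result here had opposite directions in Combined against CTX and in combod18t against ctxd18t, with both counting intervals excluding 0. For genes these intervals leave out the variation between cells. The day 18 intervals of Mertk (from 0.0074) and Pros1 (from 0.023) began close to 0. Each direction rests on 1 library per group, and day and, by their barcodes, run change together between the pairs. A swap of the day 18 labels, treated under the other observations, would also give opposite directions and stays open for all of them. The tests of scale, which compare the gaps, and of shares outside a class were chosen after the results were seen, as was the use of the planned depth setting as a test.

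Among T-like cells, Ifng was higher in Combined (log2 ratio 0.73) and lower in combod18t (-1.53), a gap of 2.26. Cxcr3 had 0.41 and -0.61 (gap 1.02) and Tox had 0.11 and -0.13 (gap 0.24). When each cell was thinned to 1000 UMIs, 3 of the 3 genes kept opposite directions, which argues against cell depth as the whole cause. Ifng in the first pair fell to 0.40, so the weight of deep cells may account for part of that rise. Another scale would move the 3 gaps alike, but no constant lay in more than 1 of their 3 counting intervals, which argues against the scale as the whole cause. Median-of-ratios scaling moved Tox in the first pair to -0.01, so its opposite directions depend on the scale. With both libraries of a pair given the same mix of T-like clusters, Ifng at day 18 stayed lower at -0.51 (interval -0.65 to -0.36), and in the first pair it stayed higher at 1.35 (1.26 to 1.43). A different mix of clusters may therefore account for part of the day 18 fall, but not all of it. For Cxcr3 and Tox the day 18 values under the same mix were 0.052 (-0.14 to 0.23) and 0.036 (-0.002 to 0.07), so a different mix of T-like clusters could account for those falls. Free RNA from NK-like cells, which were more frequent in Combined, is argued against by the B-like cells of Combined, with 0 Ifng counts (0 CPM, with an upper bound of 1.10). Treatment effects that change between the days, and differences between animals or runs, stay open and were not tested.

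In monocyte-macrophage-like cells, 7 of the genes reported here were higher in Combined and lower in combod18t. The gap was 1.64 for Cxcl10 (0.26 and -1.38), 1.59 for Ccl2 (0.42 and -1.16), 0.85 for Cd274 (0.15 and -0.69) and 0.72 for Gbp2 (0.51 and -0.21). It was 0.66 for both Il1b (0.05 and -0.61) and Irf1 (0.21 and -0.45), with values of 0.664 for Il1b and 0.659 for Irf1, and 0.42 for Irf7 (0.07 and -0.35). Mertk, Axl and Pros1 went the other way, with -0.27 and 0.32 for Mertk (gap -0.59), -0.21 and 0.33 for Axl (gap -0.54) and -0.27 and 0.28 for Pros1 (gap -0.54).

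With cells thinned to 1000 UMIs 8 of these 10 genes kept opposite directions, which argues against the depth of the cells as the cause for the set as a whole. Another scale adds 1 constant to all genes of a pair, so it would move all gaps alike. No constant lay in more than 3 of the 10 counting intervals of the gaps, which argues against the scale as the whole cause of the set. The direction of single genes with values near 0 may still depend on it. Axl, Cxcl10, Ccl2, Irf1 and Cd274 kept opposite directions under all 12 alternatives. So did Mertk and Il1b in sign, but in the first pair Mertk was -0.0074 with thinned cells and Il1b was 0.00083 under median-of-ratios scaling. Both values are near 0, so the opposite directions of Il1b depend on the scale, as for Tox. The thinned Mertk value rested on 20 counts in Combined and 74 in CTX, too few to tell a kept direction from a lost one. Mertk thus counts among the 8 genes by sign alone. With the same mix of clusters, Cxcl10 stayed lower at day 18 (-0.87, interval -1.11 to -0.62), as did Ccl2 (-0.64, -0.80 to -0.49) and Cd274 (-0.71, -0.88 to -0.56), and Gbp2 stayed higher in Combined (0.33, 0.27 to 0.39). These day 18 values used the 3 clusters with at least 20 cells in both libraries, which held 89.3% of the class in combod18t and 75.7% in ctxd18t. They were clusters 1, 7 and 20. Cluster 20 held 48 cells of each of these libraries, at a median UMI count of 0.148 times that of its libraries. Clusters were weighted by UMIs, so it weighed little here. Before the mix was equalised these clusters gave -0.84 for Cxcl10 and -0.69 for Ccl2, against -1.38 and -1.16 for the whole class. Part of both falls therefore lies in the clusters left out, so a different mix may account for part of them and not all. Among these clusters was cluster 23, led by genes such as Hspa1a and Hspa1b, with 2 combod18t and 85 ctxd18t cells. The T-like cluster 30 was led by Hspa1b and Hspa1a too, with 1 combod18t and 54 ctxd18t cells. Whether clusters 23 and 30 are a type of cell or a feature of the libraries was not tested. The lower Mertk and Axl of Combined were 0.097 (-0.10 to 0.30) and 0.029 (-0.07 to 0.13) under the same mix, so a different mix of monocyte-macrophage-like clusters could account for them. For Mertk, leaving out clusters with few cells had already moved the value from -0.27 to -0.13. For the other genes of the set the mix was not tested, and differences between days, runs and animals stay open.

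Cluster 2, a B-like cluster, was larger in Combined than in CTX by 8.08 percentage points and differed by -9.07 points in combod18t against ctxd18t, a gap of 17.2 points (17.15). A share rises when another class shrinks, so its share of the cells outside the class that changed most was compared. Outside the monocyte-macrophage-like class it was still higher in Combined by 6.77 points (5.02 to 8.54). Outside the T-like class it still differed by -5.81 points at day 18 (-8.26 to -3.25). Neither value came from the change of the other class alone, which would have given 9.81% in Combined (14.7% seen) and 6.84% in combod18t (4.92% seen).

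Neutrophil-like cells differed by 0.720 points in Combined against CTX and by -1.25 points at day 18, a gap of 1.97 points. Outside the monocyte-macrophage-like class the difference was 0.276 points (-0.422 to 1.01), so the first rise may come from the lower monocyte-macrophage-like share alone. Outside the T-like class the day 18 difference was 10.0 points (10.03, interval 7.42 to 12.7) in the other direction. The higher T-like share alone would have given 4.36% of all cells in combod18t, a larger fall than the one to 7.67% that was seen. The lower share of all cells thus goes with the higher T-like share, while neutrophil-like cells were more frequent among the other cells. No biological explanation of these shares was tested.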

How the results depend on the processing

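The alternative that kept the mixed clusters was chosen after seeing the data; all others were planned. It named clusters 11 and 19 monocyte-macrophage-like. The 10 leading genes of cluster 19 held 4 pDC-like markers and 0 of that class. The class with cluster 19 therefore did not meet the rule for comparison, which limits all values given with the mixed clusters kept. The 10 leading genes of cluster 11 held 5 monocyte-macrophage-like markers and 0 of another class. Cluster 11 held 159 ctxd18t and 150 combod18t cells, beside 772 and 270 in the class, and cluster 19 held 32 and 7. At day 18 most of the cells added by this alternative thus came from cluster 11, not from cells led by pDC-like genes. No paired analysis was possible because each group has 1 library, and none was left out for the same reason.

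The monocyte-macrophage-like and T-like shares kept their direction in all 4 comparisons under all 7 alternatives. For the monocyte-macrophage-like share the difference ranged from -25.1 to -22.5 points in Combined against CTX and from -14.0 to -11.6 points in combod18t against ctxd18t. With each library clustered separately, the T-like difference at day 18 was 36.8 points and the monocyte-macrophage-like difference in CTX against MRX 26.64 points. With at least 500 genes the latter was 27.8 points, and with the mixed clusters kept 29.3 points. Combined against MRX moved to 2.697 points with at least 500 genes and to 4.397 points with the mixed clusters kept, so whether these libraries differ in monocyte-macrophage-like share depends on the setting. The mixed clusters held 0.735% of MRX cells and 4.47% of Combined cells. Cluster 19 held 16 MRX, 86 Combined and 150 CTX cells of these clusters. Part of the 4.397 and 29.3 points thus came from cells led by pDC-like genes. Why the filter on genes moved the difference was not tested.

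Cxcl9 in Combined against CTX ranged from -0.058 to 0.01 on the log2 scale over 12 alternatives; the value of -0.058 came from median-of-ratios scaling. In combod18t against ctxd18t Cxcl9 was lower under all 12, at -0.25 for the mean of each cell's CPM, -0.24 with cells thinned to 1000 UMIs, -0.6143 with the mixed clusters kept, -0.6066 with at least 500 genes, and -0.81 with each library clustered separately. The thinned value rested on 60 Cxcl9 counts in combod18t. Against MRX it stayed higher under all 12: for the mean of each cell's CPM it was 1.92 in Combined and 1.91 in CTX, and for cells thinned to 1000 UMIs 1.82 in Combined and 1.83 in CTX. In CTX against MRX it was 1.70 with the mixed clusters kept and 1.696 with at least 500 genes.

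Some single genes changed direction. Thinning each cell to 1000 UMIs gave 0.31 for Gas6 and 0.12 for Gbp2 in combod18t against ctxd18t in monocyte-macrophage-like cells, -0.22 for Irf7 in Combined against CTX, and 0.01 (0.0058) for Myo10 in T-like cells at day 18. The thinned Gas6 value rested on 3 counts in combod18t and 7 in ctxd18t. The thinned sums of Irf7, at 427 counts in Combined and 1832 in CTX, were larger. At resolution 2, Gzmb became 0.10 and Prf1 0.15 in T-like cells of Combined against CTX. The T-like share difference of this comparison then moved from 2.68 to 3.902 points, and the NK-like one from 14.85 to 13.63 points. Opposite shifts of like size go with cells passing between the NK-like and T-like classes. These Gzmb and Prf1 values may therefore depend on where the border of these classes lies. Median-of-ratios scaling gave -0.0091 for Tox in Combined against CTX. Pros1 at day 18 became -0.092 with the mixed clusters kept, -0.031 with at least 500 genes and -0.107 with each library clustered separately. The cause of these changes was not tested.

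Other gene ratios kept their direction but fell below 0.5 times their size, in 37 of 1020 values, spread over 19 genes. With the mixed clusters kept, the day 18 values were 0.019 for Sgms2, 0.096 for Clec4d, 0.46 for Stxbp6, -0.45 for Ccl5 and -0.51 for Gas6. With at least 500 genes they were 0.046 for Sgms2, 0.14 for Clec4d, -0.51 for Ccl5 and -0.54 for Gas6. Slc22a4 at day 18 was 0.45 with each library clustered separately. The mean of each cell's CPM gave -0.047 for Gas6, -0.92 for Ccl8 and -0.50 for Ifit1 at day 18. Thinning to 1000 UMIs gave -0.026 for Ifit1 and -0.54 for Cxcl10 at day 18, and -0.0074 for Mertk in Combined against CTX. The Ifit1 value rested on 5 counts in combod18t and 15 in ctxd18t, too few to show that its fall was lost. For Cxcl10 these counts were 23 and 99, and for Mertk 20 in Combined and 74 in CTX. In T-like cells of Combined against CTX, Setbp1 was -0.068 and Klrd1 -0.43 at resolution 2. Prf1 there was -0.39 with at least 500 genes and -0.33 with at most 10% mitochondrial counts, where Setbp1 was -0.61 and -0.58. Median-of-ratios scaling left Il1b in Combined against CTX at 0.00083. The causes were not tested.

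Of the genes named by size, a minimum of 500 counts kept 10 of 10 in both classes, and median-of-ratios scaling kept 9 of 10 in monocyte-macrophage-like and 8 of 10 in T-like cells. With no count filter 3 of 10 and 0 of 10 remained, since genes with few counts then give large ratios. The shares of monocyte-macrophage-like cells with a Cxcl9 UMI rose with depth in each library, for example from 9.56% at 1000 UMIs to 12.8% at 2000 UMIs in combod18t. Apart from the Cxcl9 log2 ratios and the monocyte-macrophage-like and T-like share differences, 213 of 1083 values moved without a change of direction. All but the 2 gene lists with no count filter did so beyond a counting interval. Values named above are among the 213. The 270 monocyte-macrophage-like cells of combod18t limit what the day 18 pair can show for genes of low level in that class.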

Other observations

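The tests of a label swap, of spleen cells and of shares outside a class were chosen after the results were seen.

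Arg1 was 10.4 times lower in Combined than in CTX and 43.6 times lower in combod18t than in ctxd18t in monocyte-macrophage-like cells, the lowest ratio of the panel in each pair. One hypothesis was that the libraries differ in the mix of monocyte-macrophage-like clusters. With the same mix given to both libraries the log2 ratio was -2.93 (interval -3.08 to -2.77) in the first pair and -3.98 (-4.31 to -3.64) at day 18, so the mix of the clusters used does not account for most of the fall on the log2 scale. The day 18 value left out clusters with fewer than 20 cells in either library. Before the mix was equalised, the clusters used gave -3.99, against -5.40 for the whole class, so part of the day 18 fall lies in clusters that were rare in combod18t. Cluster 23, led by genes such as Hspa1a and Hspa1b, was among those left out. Arg1 stayed lower under all 12 alternatives in both pairs. Thinning each cell to 1000 UMIs gave -3.98 at day 18, beyond the counting interval of the value above (-5.77 to -5.14), so the weight of deep cells may account for part of the day 18 fall and not all of it. Thinned sums give more weight to shallow cells with at least 1000 UMIs. Cluster 20, of low UMI count, held 48 of the 270 combod18t and 48 of the 772 ctxd18t cells of the class. Its part in the thinned value was not tested. A candidate explanation that stays open is an effect of the added treatment on arginase-expressing cells; animal differences are equally open with 1 library per group.

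Gzmb in T-like cells was 4.14 times lower in combod18t than in ctxd18t. With the same mix of T-like clusters the log2 ratio was -1.12 (-1.20 to -1.05), against -2.04 for the whole class. A different mix of T-like clusters may thus account for part of the difference and not all of it. Cluster 4, with 1280 of its 2014 cells in combod18t, was led by genes such as Igfbp4 and Lef1, and a cluster drawn mostly from 1 library may be that library rather than a type.

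The rise of the NK-like share in Combined was not a by-product of the lower monocyte-macrophage-like share: among cells outside that class NK-like cells were still higher by 15.7 points (15.75, interval 13.8 to 17.7). The T-like share went the other way on this base. It was 31.4% of such cells in Combined and 41.0% in CTX, a difference of -9.62 points (-11.8 to -7.39). With the CTX share on this base, the lower monocyte-macrophage-like share alone would have given 29.6% T-like cells in Combined, a larger rise from 20.0% than the one to 22.7% that was seen. The higher T-like share of all cells in Combined (2.68 points) thus goes with the lower monocyte-macrophage-like share, while T-like cells were less frequent among the other cells. Absolute cell numbers were not analysed here.

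The protocol text mentions spleens, while the labels give mammary tumour as the tissue of each library. Spleen cells in combod18t could raise its T-like share, and would be expected to bring B-like cells too. The share of cluster 2, a B-like cluster, differed by -9.07 points in combod18t against ctxd18t (-10.4 to -7.78), which leans against this. No spleen library was analysed here, so its makeup is unknown and the question stays open.

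Cells of 1 multiplexed run carry a barcode set for each sample. CTX and combod18t shared 34 barcodes and Combined and ctxd18t shared 21, while each of the other 13 pairs of libraries shared 0. The day 18 libraries thus used the barcode sets of CTX and Combined crossed against their names. A swap of the ctxd18t and combod18t labels could give this, as could a free choice of sets in another run. With a swap, and treatment effects alike at both times, the log2 ratios of the pairs would correlate negatively across genes. The Pearson correlation in monocyte-macrophage-like cells was 0.29, and the monocyte-macrophage-like share was lower under the combination label in both pairs. Both lean against a swap. The flagged results have opposite directions in the pairs, but they were picked for that, so they do not count as evidence for a swap. They were 10 of the 31 panel genes reported in monocyte-macrophage-like cells and 3 of 10 in T-like cells. The cluster 2 (8.08 and -9.07 points) and neutrophil-like shares were the others. Across the genes that could be named by size, 59.79% and 61.65% in these classes had the same direction in both pairs. Treatment effects need not be alike at both times, so a swap and correct labels cannot be told apart with 1 library per label.

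Cluster 17, a B-like cluster led by genes such as Jchain, Rgs13 and Sox5, held 248 cells of ctxd18t and 65 of combod18t, but 10 of CTX, 9 of MRX and 5 of Combined. Cells named epithelial-like made up 3.41% of ctxd18t cells, 1.01% of combod18t cells, 0.682% of CTX cells, 0.213% of MRX cells and 0.070% of Combined cells in this sort for CD45.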
